# HIF1 and ID1 Interplay Confers Adaptive Survival to HIF1α-Inhibition

**DOI:** 10.3389/fcell.2021.724059

**Published:** 2021-11-08

**Authors:** Hao Geng, Hyun-Kyung Ko, Janet Pittsenbarger, Christopher T. Harvey, Changhui Xue, Qiong Liu, Sadie Wiens, Sushant K. Kachhap, Tomasz M. Beer, David Z. Qian

**Keywords:** ID1, hypoxia, resistance, HIF1, targeted-treatment

## Abstract

Hypoxia is a universal pathological feature of solid tumors. Hypoxic tumor cells acquire metastatic and lethal phenotypes primarily through the activities of hypoxia-inducible factor 1 alpha (HIF1α). Therefore, HIF1α is considered as a promising therapeutic target. However, HIF inhibitors have not proven to be effective in clinical testing. The underlying mechanism is unclear. We report that oncogenic protein ID1 is upregulated in hypoxia by HIF1α shRNA or pharmacological inhibitors. In turn, ID1 supports tumor growth in hypoxia *in vitro* and in xenografts *in vivo*, conferring adaptive survival response and resistance. Mechanistically, ID1 proteins interfere HIF1-mediated gene transcription activation, thus ID1 protein degradation is accelerated by HIF1α-dependent mechanisms in hypoxia. Inhibitions of HIF1α rescues ID1, which compensates the loss of HIF1α by the upregulation of GLS2 and glutamine metabolism, thereby switching the metabolic dependency of HIF1α -inhibited cells from glucose to glutamine.

## Introduction

Solid tumor growth is inevitably accompanied by hypoxia, which activates the master transcription regulator – hypoxia inducible factors (HIFs) by increasing HIF1α and HIF2α (Harris, 2002; Giaccia et al., 2004; Bertout et al., 2008; Majmundar et al., 2010; Marignol et al., 2013). Although both HIFs promote oncogenesis, HIF1α appears to predominant in most types of human cancers (Sowter et al., 2003; Löfstedt et al., 2007; Ratcliffe, 2007; Dang et al., 2008; Keith et al., 2012). Clinically, an increase of HIF1α level is associated with advanced metastatic disease and/or patient mortality in almost all types of solid tumors (Semenza, 2007, 2009, 2010, 2012). Thus, HIF1α is considered as a promising therapeutic target, which in theory may improve disease outcome and patient survival (Giaccia et al., 2003; Semenza, 2003; Powis and Kirkpatrick, 2004). A growing number of HIF1α-inhibitory agents, including both chemical inhibitors (topotecan, PX-478, YC-1, 2-ME2, BAY87-2243, and digoxin) and antisense oligonucleotides (EZN-2968) have shown encouraging antitumor activities in blocking tumor growth and metastasis in multiple preclinical models (Semenza, 2012). However, the preclinical efficacy has not been recapitulated in clinical trials (clinicaltrials.gov). The mechanisms of resistance are not clear.

Inhibitor of DNA binding 1 (ID1) is an oncogenic protein, promoting cancer survival, proliferation, angiogenesis, and metastasis (Lyden et al., 1999; Perk et al., 2005; Gupta et al., 2007; Lasorella et al., 2014). ID1 protein has a helix-loop-helix domain (HLH), which negatively regulates the activity of HLH transcription factors (TF) by decreasing the TF/DNA-binding (Sun et al., 1991; Alani et al., 2001). Interestingly, HIF1α contains a HLH domain, which is essential for the assembly of HIF1-transcirptional complex and activity (Wang et al., 1995). Currently, the interactions between HIF1 and ID1 are unclear.

In this study, we found that ID1 protein is upregulated in response to HIF1α inhibition, and ID1 in turns supports HIF1-independent tumor growth in hypoxia and *in vivo*. Mechanistically, this stems from the negative interplay between HIF1α and ID1. The consequence is that ID1 is upregulated in response to HIF1α -targeted inhibition, which in turn compensates the loss of HIF1 by promoting metabolic adaptation *via* glutamine metabolisms.

## Results

### ID1 Protein Is Negatively Regulated by Hypoxia

Hypoxia reduces the efficacy of antitumor treatments. Previously, we found that stable overexpression of ID1 sensitizes prostate cancer cells to docetaxel chemotherapy by overwriting cell cycle checkpoints (Geng et al., 2010). In hypoxic condition, however, the ID1-based chemosensitization effect was significantly diminished (Figure 1A). In parallel, the plasmid-driven ID1 protein was reduced (Figure 1B). This hypoxia-dependent reduction of ID1 protein was present in a variety of cancer cell lines (prostate, liver, and brain) that express detectable levels of endogenous ID1 (Figure 1C). In all these cells, the reduction was at the protein level, as ID1 mRNA remained unchanged or slightly increased (Figure 1D), and ID1 protein was rescued by proteasome inhibitor MG132 (Figures 1E,F). To understand the hypoxia-induced protein degradation, we found that the inhibition of ID1 began when the oxygen concentration dropped below 4%, and re-oxygenation reinstated ID1 (Figure 1G). We next measured the kinetics of ID1 protein degradation with methods described by us previously (Geng et al., 2012). We found that hypoxia decreased ID1 protein half-life from ∼110 to ∼30 min (Figure 1H).

**FIGURE 1:**
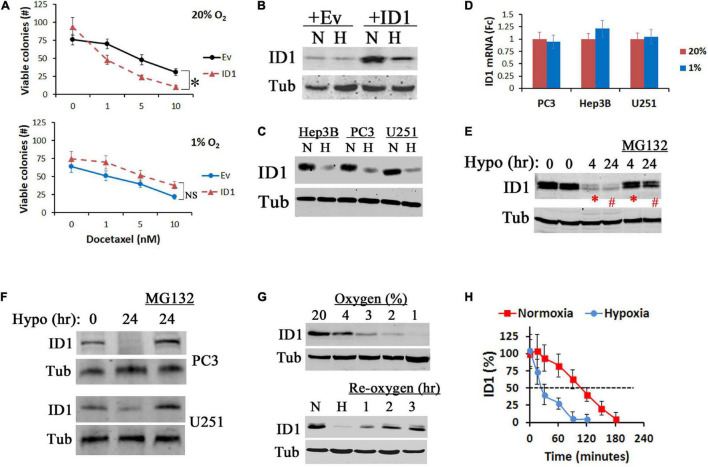
Hypoxia inhibits ID1 proteins. **(A)** LNCaP cells with stable ID1 (ID1) or empty vector (Ev) overexpression were treated with increasing dose of docetaxel in 20% or 1% O_2_. Cell viability was measured by colony formation assay. ^∗^*P* < 0.05, *t*-test, *n* = 3, mean and standard deviation (stdv). **(B)** LNCaP-Ev and LNCaP-ID1 cells were cultured in 20% (N) or 1% (H) O_2_ for 24 h. ID1 and tubulin (Tub) protein levels were determined by western blots. **(C,D)** Hep3B, PC3, and U251 cells were cultured in 20% (N) or 1% (H) O_2_ for 24 h. ID1 and tubulin were determined by western blots **(C)**. ID1 mRNA levels were determined by qRT-PCR with b-actin as control **(D)**. **(E)** Hep3B cells were cultured in 1% O_2_ for 4 and 24 h with/without proteasome inhibitor MG132. ID1 and tubulin were measured by western blots. **(F)** ID1 protein levels in PC3 and U251 cells after 24 h of normoxia, hypoxia, or hypoxia plus MG132. **(G)** ID1 protein levels after U251 cells were cultured with decreasing concentrations of O_2_ for 24 h (top). ID1 proteins after U251 cells cultured in 20% (N), 1% (H) O_2_ overnight, or 1% O_2_ overnight followed by re-oxygenation in 20% O_2_ for the indicated times (bottom). **(H)** U251 cells were cultured in 20% or 1% O_2_, and treated by cycloheximide to arrest protein synthesis. ID1 protein levels at the indicated times were determined by western blots.

### HIF1α Accelerates ID1 Protein Degradation

To understand the mechanism for hypoxia to degrade ID1, we used our established RNAi methods to knockdown (KD) HIF1α, HIF2α, or non-target control (Geng et al., 2011, 2012, 2018). We found that hypoxia reduced ID1 and ID3 among the ID-family proteins (Figure 2A). Inhibiting HIF1α rescued and reinstated ID1, but not ID3 (Figure 2A). On the other hand, inhibiting HIF2α had no effect (Figure 2B), suggesting ID1 protein is negatively affected by HIF1α, but not HIF2α. Further, we treated cancer cells with a sub-toxic dose of a pharmacological HIF inhibitor-digoxin (Zhang et al., 2008). We found that cells treated with digoxin consistently expressed higher levels of ID1 proteins in hypoxia compared to solvent-treated controls (Figure 2C). Most commonly, ID1 protein degradation is mediated by polyubiquitination (Bounpheng et al., 1999; Berse et al., 2004; Trausch-Azar et al., 2004). We found that ID1 polyubiquitination was significantly increased in hypoxia, and HIF1α was required for the increase (Figure 2D). Since HIF1α lacks the function of polyubiquitination, we determined the E3 ubiquitin ligase responsible for ubiquitination of ID1 in hypoxia. There are two known ID1 E3 ligases, Smurf2 and APC/CDH1 (Lasorella et al., 2006; Kong et al., 2011). We used siRNA to specifically inhibit Smurf2 and CDH1 as well as the HIF1α-E3 ligase VHL. We found that silencing APC/CDH1 significantly reinstated ID1 levels in hypoxia (Figure 2E), suggesting that HIF1α accelerates ID1 degradation in hypoxia through APC/CDH1. This possibility was further supported by results of protein co-IP experiments, in which we found that the ID1 and APC/CDH1 interaction was enhanced in hypoxia in HIF1α-expressing cells but not in HIF1α-KD cells (Figure 2F); in addition, HIF1α was able to interact with both ID1 and APC/CDH1 in hypoxia, but not with other members of the ID family (Figure 2G). In contrast, HIF2α was not found to be associated with ID1 (Figure 2H). Thus, it appears that there is a specific negative regulation of ID1 by HIF1α *via* APC/CDH1.

**FIGURE 2:**
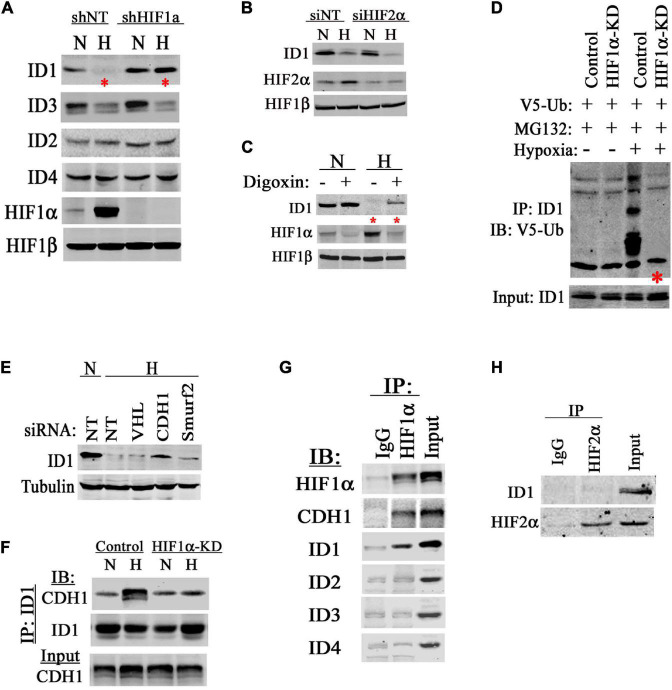
HIF1α accelerates ID1 protein degradations. **(A)** Western blots of ID1-ID4, HIF1α, and HIF1β in PC3 cells isogenic for HIF1α (shNT/shHIF1α) in 20% (N) or 1% (H) O_2_. **(B)** Western blots of ID1, HIF2α, and HIF1β in PC3 cells with siRNA silencing HIF2α in 20% (N) or 1% (H) O_2_. **(C)** Western blots of ID1, HIF1α, and HIF1β in PC3 cells being treated with HIF inhibitor Digoxin (Sigma) in 20% or 1% O_2_. **(D)** Hep3B cells with stable shRNA knockdown (KD) of HIF1α or non-targeting control (Control) were transfected with plasmid coding for V5-tagged ubiquitin. Cells were then treated with MG132 in 20% or 1% O_2_, ID1 protein was immunoprecipitated (IP) and immunoblotted (IB) for V5-ubiquitin modification. **(E)** Hep3B cells were treated with siRNA against VHL, APC/CDH1 (CDH1), or Smurf2 for 48 h. Afterward, cells were cultured in 20% (N) or 1% (H) O_2_ for 6 h and ID1 levels were measured by western blots. **(F)** Hep3B Control and HIF1α-KD cells were cultured in normoxia or hypoxia overnight, and ID1 was IP and IB for the association with APC/CDH1. **(G)** PC3 cells were cultured in hypoxia with MG132 for 6 h. HIF1α was then IP and IB for associations with APC/CDH1 and ID1-ID4. **(H)** PC3 cells were cultured in hypoxia with MG132 for 6 h, HIF2α was then IP and IB for the association with ID1.

### ID1 Confers Resistance to HIF1α-Targeted Inhibitions

HIF1α is a drug target for anticancer therapies (Semenza, 2003). Since ID1 is a well-established oncoprotein that promotes cancer cell survival and proliferation (Perk et al., 2005), we hypothesize that the increase of ID1 may confer adaptive resistance to HIF1α-targeted inhibition. In prostate, liver and brain cancer cell lines, ID1 was inhibited in hypoxia in HIF1α-expressing controls, but was consistently reinstated in HIF1α-KD cells (Figure 3A). Stable HIF1α shRNA knockdown (HIF1-KD) initially inhibited tumor cell survival and growth in hypoxia (P0 in Figure 3B). However, resistance was developed *via* serial passage (P0-P10 in Figure 3B). In P10 cells, western blots confirmed that HIF1α protein remained inhibited, while ID1 was reinstated (Figure 3C). In xenograft experiments, we found that tumors established with the resistant cells (HIF1α-KD-P10) grew as aggressively as the HIF1α-expressing controls, suggesting that the *in vitro* hypoxia selected resistance was sufficient to confer resistance *in vivo* (Figure 3D). On the other hand, tumors by cells sensitive to HIF1α-KD (P0) exhibited a slower growth pattern, but grew to similar sizes as the controls (Figures 3E–G), suggesting *de novo* resistance. After tumors were harvested, we isolated human epithelial tumor cells from the Hep3B xenograft and re-establish them as xenograft-derived subclones (2 clones, Hep3B-xd-c1/2). Western blots showed that, in hypoxia, ID1 was inhibited in Control-xd cells, but was reinstated in HIF1α-KD-xd cells (^∗^ in Figure 3H). Within the ID family (ID1-ID4), ID3 was also inhibited in hypoxia, but not reinstated; ID2 and ID4 were unchanged (Figure 3H). Also, other proteins known to confer adaptation to HIF1 inhibitions, e.g., Myc, IL-8, and VEGFA, were unchanged (Figure 3H).

**FIGURE 3:**
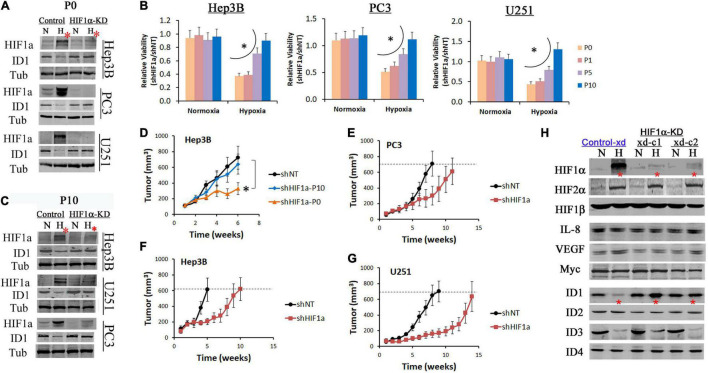
ID1 is upregulated in tumors resistant to HIF1α inhibition. Hep3B, PC3, U251 cells were stably transfected by lentiviral shRNA targeting HIF1α mRNA (HIF1α-KD) or non-specific (Control). The resulting cells were cultured in 20% O_2_ (N) or 1% O_2_ (H) for 24 h. **(A)** Western blots of HIF1α and ID1. Tubulin was used as loading control. The P0 indicates cells did not undergo serial passages in hypoxia. **(B)** Control and HIF1α-KD cells from Hep3B, PC3, and U251 underwent serial passages (1–10) in 20% or 1% O_2_. Cell viability was determined by viable cell numbers (shHIF1α/shNT) after P0, P1, P5 and P10. ^∗^*P* < 0.05, ANOVA, mean and stdv, *n* = 3. **(C)** Western blots of HIF1α and ID1 after P10. **(D)** Control (shNT) and HIF1α-KD cells (P0 and P10) from Hep3B were injected (3 million per injection) into the flank of male nude mice. Tumors were measured by digital caliper, ^∗^*P* < 0.05, *t*-test, mean and standard error of mean (SEM), *n* = 8. **(E–G)** Control and HIF1α-KD cells (P0) from PC3, U251, and Hep3B were injected (3 million per injection) into the flank of male nude mice. Tumors were measured by digital caliper, mean and SEM. **(H)** Hep3B-xd cells from were cultured in 20% or 1% O_2_ overnight. Protein levels were determined by western blot.

To determine the role of ID1 in conferring the resistance above, we transduced the parental and resistant shHIF1α-p10 subclones with lentiviral shRNA silencing ID1 (Figure 4A), and performed colony formation assays in 20% and 1% O_2_. In normoxia, ID1-shRNA alone was growth inhibitory to both cell lines (Figure 4B). In hypoxia, ID1-shRNA had no effect to HIF1α-expressing parental cells, but significantly inhibited the shHIF1α-p10 (Figure 4B). Next, we treated the cells with HIF inhibitor digoxin. In hypoxia, we found that digoxin (100 nM) inhibited the colony formation of HIF1α-expressing cells, but not the resistant shHIF1α-p10 cells (Figure 4C). Importantly, ID1-shRNA was growth-inhibitory in hypoxia against the digoxin-resistant cells (Figure 4C). In xenograft experiments, HIF1α-KD-p10 tumors were resistant to digoxin, but stable ID1-shRNA increased the sensitivity (Figure 4D). On the other hand, ID1-low LNCaP xenografts were sensitive to digoxin, but not in ID1-overexpressing counterpart (Figure 4E).

**FIGURE 4:**
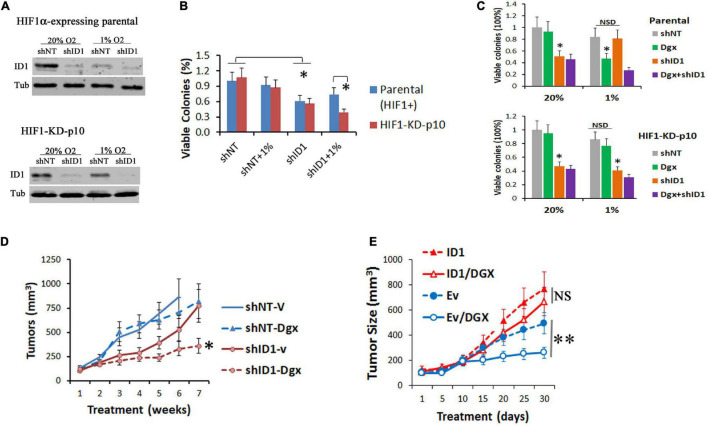
**(A)** Hep3B-parental and -HIF1α-KD-P10 cells were transduced with lentiviral shRNA-ID1. Cells were cultured in 20% or 1% O_2_ for 24 h, and ID1 and tubulin proteins were determined by western blots. **(B)** Cells in **(A)** underwent colony formation assays in 20% or 1% O_2_, ^∗^*P* < 0.05, *t*-test, mean and stdv, *n* = 3. **(C)** Parental-shNT/shID1 cells or HIF1α-KD-P10-shNT/shID1 cells were treated with HIF inhibitor digoxin and underwent colony formation assays. ^∗^*P* < 0.05, *t*-test, mean and stdv, *n* = 3. **(D)** HIF1α-KD-P10-shNT/shID1 cells were injected into the flank of nude mice, and tumor-bearing mice were treated by vehicle or digoxin (Zhang et al., 2008). ^∗^*P* < 0.05, ANOVA, mean and SEM, *n* = 6. **(E)** LNCaP-Ev/ID1 cells were injected into the flank of male nude mice, and tumor-bearing mice were treated by vehicle or digoxin. ^∗∗^*P* < 0.05, *t*-test, mean and SEM, *n* = 6.

### ID1 Confers HIF1-Independence *via* Metabolic Compensations

HIF1α orchestrates hypoxia response by the upregulation of gene expressions. To further understand the interaction between HIF1α and ID1, we evaluated the effect of ID1 on HIF1α protein level and transcriptional activity. We found that ectopic increase or siRNA silencing of ID1 had no significant effect to HIF1α protein levels (Figure 5A), but attenuated its transactivation activity (ID1 transfection) (Figure 5B). 

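LNCaP is an androgen-sensitive human prostate cancer cell line, and ID1 is a helix-loop-helix protein that lacks a DNA-binding region and acts by binding other transcription factors. LNCaP cells carrying an ID1 plasmid (LNCaP-ID1) or the empty vector (LNCaP-Ev) were kept in 20% O2 or 1% O2 for 24 h, and total RNA was hybridised to Affymetrix arrays. ID1 itself was higher in LNCaP-ID1 than in LNCaP-Ev 2.65-fold in 20% O2 and 1.86-fold in 1% O2 on its brightest probe set. On another ID1 probe set the log2 differences were 1.54 and 0.96, and on the last of the 3 they were 0.056 and 0.22. The sources used here do not say whether the last probe set lies in the transcript that the plasmid encodes. The methods give a biological triplicate for each condition, whereas the values used here form 1 column per condition, and it is not stated whether a column is 1 array or a mean of 3. There are therefore no replicates, and differences between conditions are given by size, with no p-value or error. The number of arrays limits the precision of every value. The methods name a medium with 10% FBS for cell culture, and the sample labels name 5% charcoal-stripped FBS plus 1 nM of the androgen R1881. The authors deposited values on a log2 scale for 49395 probe sets, and the submitters' processing notes name MAS5 as the software. The median log2 signal lay between 6.94 and 6.97 on all 4 columns, so the values were used on the deposited scale. Each of 18244 genes was represented by its brightest probe set among those annotated with 1 gene symbol. Counts of genes cover the 10377 whose mean signal was at least 6.97, the median of all probe-set means, and a gene was counted where its log2 difference was above 1 or below -1, the size stated in the methods. The choice of probe set, the filter on dim probe sets, the size threshold and a pseudocount each move some of these counts by more than 1.5 times.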

We next used Affymetrix cDNA microarray to determine the effect of ID1 on hypoxia-induced gene expression (Figure 5C). 

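Most genes induced by hypoxia in LNCaP-Ev cells had a smaller induction in LNCaP-ID1 cells. In 1% O2, 229 genes were higher by more than 1 log2 unit and 95 were lower by as much in LNCaP-Ev, against 140 and 51 in LNCaP-ID1. Of the 229 genes, 204 (89.1%) had a smaller log2 difference in LNCaP-ID1, while 42 of the 140 genes (30.0%) found in LNCaP-ID1 had a smaller one in LNCaP-Ev. Of the 95 lower genes, 84 (88.4%) were lower by less in LNCaP-ID1, and of the 51 found in LNCaP-ID1, 38 (74.5%) were lower by less in LNCaP-Ev. Among textbook targets of HIF1 and general hypoxia genes other than glycolytic enzymes, 33 of 44 measured genes were higher by more than 1 in LNCaP-Ev and 30 in LNCaP-ID1, with medians of 1.84 and 1.43. The difference between the responses, LNCaP-ID1 minus LNCaP-Ev, was negative for 36 of the 44, and its median of -0.24 was lower than that of all 10000 random lists of the same size and expression. ANKRD37, an ankyrin repeat gene induced by HIF1, was higher in hypoxia by 3.75 in LNCaP-Ev and 2.48 in LNCaP-ID1, and the transmembrane protein gene TMEM45A by 3.69 and 2.71. PLOD2, a lysyl hydroxylase of collagen, had nearly equal log2 differences of 4.61 and 4.60, and LOX, which crosslinks collagen, had a larger one in LNCaP-ID1 (2.66 and 3.16). Of 18 glycolytic enzymes, 6 were higher by more than 1 in LNCaP-Ev and 3 in LNCaP-ID1, and the difference between the responses was negative for 16, with a median of -0.12 (percentile 1.16 of the random lists). The glycolytic genes were higher in LNCaP-ID1 than in LNCaP-Ev in 20% O2 for 15 of 18 (median 0.21, percentile 97.7), and in 1% O2 for 11 of 18 (median 0.038, percentile 52.2). The enolase gene ENO2 was higher in hypoxia by 2.68 in LNCaP-Ev and 1.83 in LNCaP-ID1, and the aldolase gene ALDOC by 2.25 and 1.71, while the log2 difference between the lines was 0.28 for ENO2 and 0.20 for ALDOC in 20% O2 and -0.57 and -0.34 in 1% O2. Enzymes of nucleotide sugars, glycosylation and glycogen had a negative difference for 28 of 43 genes (median -0.12, percentile 0.31), and luminal and general epithelial genes for 16 of 21 (median -0.24, lower than all random lists). The former list was hardly induced as a whole in LNCaP-Ev hypoxia, with 24 genes higher and 19 lower (median 0.036, percentile 91.3).
By the size rule, 27 genes were attenuated, with a log2 difference above 1 in LNCaP-Ev that was smaller by more than 1 in LNCaP-ID1, and 0 genes met the mirror rule with the lines exchanged. Over all probe sets, with no filter, 94 were attenuated and 15 met the mirror rule. VEGFB, a vascular endothelial growth factor gene, was higher in hypoxia by 3.87 in LNCaP-Ev and 1.58 in LNCaP-ID1, and the keratin gene KRT19 by 2.34 and 0.076. The values were 3.65 and 1.57 for RASSF2, which encodes a Ras association domain protein, 3.17 and 1.15 for the retinal reductase gene DHRS3, and 1.62 and 0.0052 for the phosphatase gene DUSP1. In 1% O2, 13 of the 27 genes were lower by more than 1 in LNCaP-ID1 than in LNCaP-Ev, KRT19 among them (-2.21), against 45 of the 229 genes induced in LNCaP-Ev. In 20% O2, 10 of the 27 genes, VEGFB among them (3.20), were already higher by more than 1 in LNCaP-ID1, against 27 of the 229. The rule favours genes that are higher in 20% O2 or lower in 1% O2 in LNCaP-ID1 by its construction. Genes picked by their LNCaP-Ev value are picked in part for that value's chance error. The lists fixed in advance are free of this selection, but their medians still carry any error of the single columns. The attenuated count was 42 without the filter on dim probe sets, 17 with the mean of each gene's probe sets and 9 with a stricter filter, and the difference between the responses of AKAP12, one of the 27, was 0.066 under that mean against -1.23 here.

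**Figure D1:**
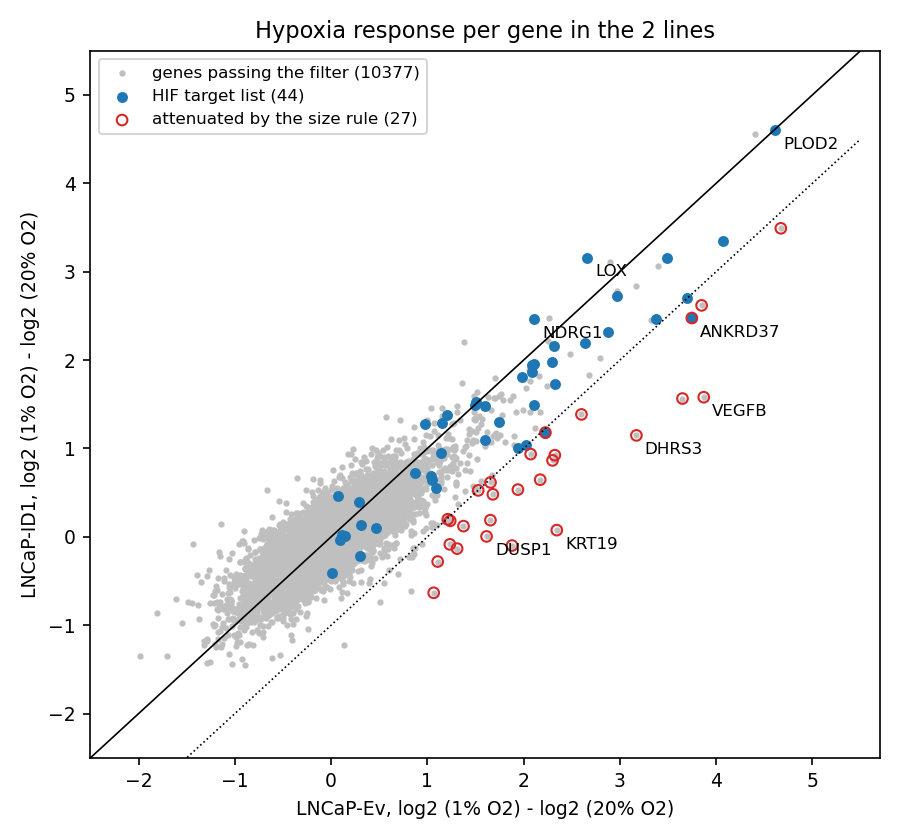
Log2 difference between 1% and 20% O2 in LNCaP-Ev (x axis) and LNCaP-ID1 (y axis), 1 point per gene, with the 44 hypoxia genes in blue and the 27 attenuated genes circled in red. The solid line marks equal differences and the dotted line a difference smaller by 1 in LNCaP-ID1, and VEGFB lies at 3.87 and 1.58.

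**Figure D2:**
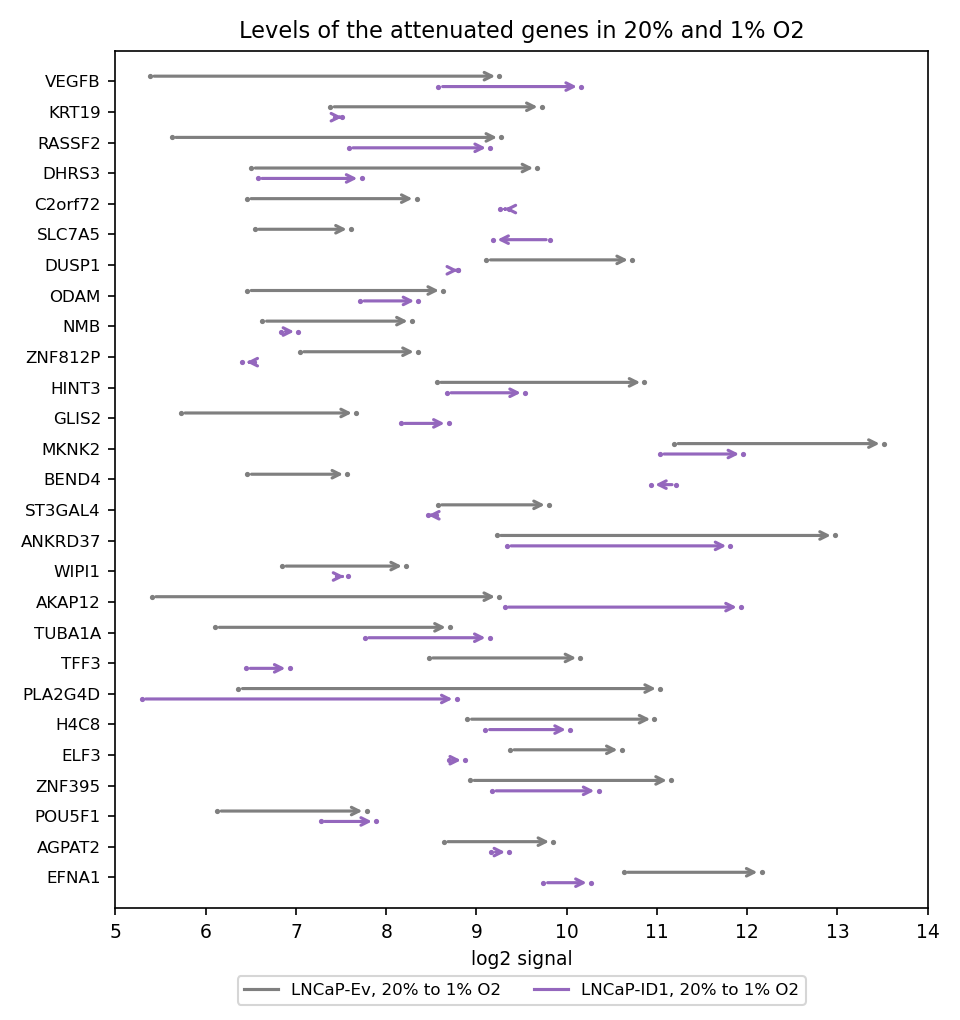
Log2 signal of the 27 attenuated genes, with an arrow from the level in 20% O2 to that in 1% O2 for LNCaP-Ev (gray) and LNCaP-ID1 (purple). KRT19 went from 7.38 to 9.72 in LNCaP-Ev and from 7.44 to 7.51 in LNCaP-ID1.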

We found that a subset of hypoxia-upregulated genes was significantly reduced in cells with ID1 overexpression (Figure 5D), among which genes mediating *biosynthesis*, *carbohydrate metabolism*, and *cell differentiation* were significantly enriched (Figure 5E). Mechanistically, we found that ID1 negatively regulates hypoxia-response genes by binding to HIF1 proteins (Figure 5F), and reducing HIF1 recruitments to the target gene promoter, e.g., HK2 (Figure 5G), and gene expression (Figure 5H).

**FIGURE 5:**
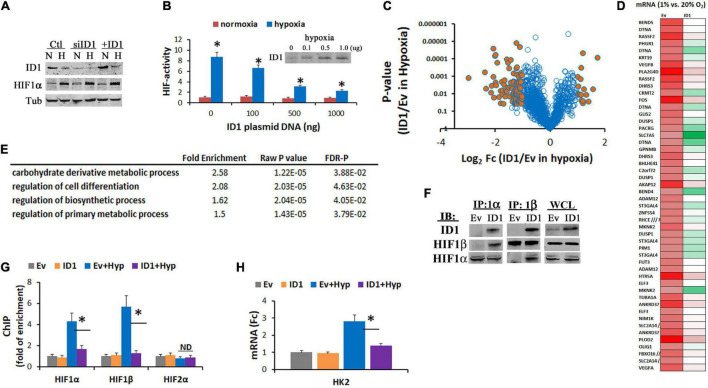
**(A)** Western blots of ID1, HIF1α, and tubulin (control) in Hep3B cells with siNT/siID1 or Ev/ID1-overexpression in 20% or 1% O2. **(B)** Hep3B-c1 cells that stably transfected with HIF-reporter system (hypoxia/HIF-driving firefly luciferase with constitutive renilla luciferase as control) were transfected with increasing amounts of ID1-overexpressing plasmids, and cultured in 20% or 1% O_2_ for 24 h. HIF-activity was determined by dual-luciferase measurements as described before (Zhang et al., 2008). ^∗^*P* < 0.05, ANOVA, mean and stdv, *n* = 3. Inserts: ID1 western blots. **(C)** LNCaP-Ev and LNCaP-ID1 cells were cultured in 20% and 1% O2 for 24 h, and then underwent Affymetrix cDNA microarray. Volcano plot of hypoxia-response genes in LNCaP-ID1 vs. LNCaP-Ev cells. **(D)** Heatmap of hypoxia-upregulated genes in Ev-cells, which were attenuated in ID1-cells, color: green → red = gene expressions low → high. **(E)** GO pathway analysis of hypoxia-upregulated genes that were attenuated by ID1. **(F)** Ev or ID1 cells were cultured in 1% O_2_ for 24 h. Whole cell lysates (WCL) were immunoprecipitated with antibodies for HIF1α, and probed for ID1, HIF1α, by western blots. **(G,H)** LNCaP-Ev or -ID1 cells were cultured in 20% or 1% O2 for 24 h. The enrichments of HIF1α, HIF1β, or HIF2α (relative to IgG control) at HK2 gene promoter were determined by ChIP **(G)**. The levels of HK2 gene expression were determined by qRT-PCR **(H)**. ^∗^*P* < 0.05, *t*-test, mean and stdv, *n* = 3.

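Genes shown in the heatmap of Fig. 5D mostly had a hypoxia response in LNCaP-Ev cells that was smaller in LNCaP-ID1 cells. Of the 36 gene names read from the heatmap, 35 had a named probe set. On the brightest probe set of each gene, 31 of the 35 had a smaller response in LNCaP-ID1 and 23 met the size rule for attenuation, and 24 of these probe sets passed the filter on dim probe sets. BEND5, which encodes a BEN domain protein, was higher in hypoxia by 3.52 log2 units in LNCaP-Ev and 0.32 in LNCaP-ID1, and the mitochondrial creatine kinase gene CKMT2 by 1.98 and 0.046, each on a single probe set that did not pass the filter. Their lowest log2 signals, 4.07 and 4.17, were near the 5th percentile of the column, so these sizes are not exact. On their brightest probe sets the values were 0.96 and 0.67 for FOS, an immediate early transcription factor gene, 0.12 and 0.019 for the metalloprotease gene ADAM12, and 1.07 and 1.20 for the glycoprotein gene GPNMB. The rule was met by 2 of the 4 probe sets of FOS, 1 of them passing the filter. It was met by 2 of 5 for ADAM12 and 1 of 5 for GPNMB, with none of them passing it. VEGFA, a vascular endothelial growth factor gene and HIF1 target, was higher by 2.29 and 1.97 on its brightest probe set and by 2.61 and 1.34 on the one with the most negative difference between the responses, and 2 of its 10 probe sets met the rule. For the dystrobrevin gene DTNA, 5 of 10 probe sets met the rule, but its brightest one did not (2.16 and 1.82). Over all probe sets, 31 of the 35 genes had at least 1 that was attenuated. On the probe set with the most negative difference between the responses, 23 genes were lower by more than 1 in LNCaP-ID1 in 1% O2, while 8 were higher by more than 1 in LNCaP-ID1 in 20% O2. These genes were chosen by the study on its own arrays, so their direction is not independent evidence. Over all probe sets, the log2 difference between LNCaP-ID1 and LNCaP-Ev in 1% O2 ranged from -5.71 to 7.10. The paper states that ID1 restrains hypoxia-response genes by binding to HIF1 proteins (Fig. 5F). It gives lower HIF1 recruitment at the HK2 promoter (Fig. 5G) and lower HK2 expression (Fig. 5H) as examples. On the arrays HK2 did not meet the rule. It was higher in hypoxia by 0.96 in LNCaP-Ev and 0.89 in LNCaP-ID1 on its brightest probe set, and by 0.39 and 0.83 on its other one.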

On the other hand, ID1 overexpression also increased gene expression. 

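LNCaP-ID1 and LNCaP-Ev cells differed in similar numbers of genes in both directions. In 20% O2, 214 genes were higher and 236 were lower by more than 1 log2 unit in LNCaP-ID1, and in 1% O2 221 were higher and 260 lower. The 2 comparisons share no column, and 146 of the higher and 169 of the lower genes were found in both, against 4.56 and 5.91 for independent lists, with 0 genes in opposite directions. EPHA3, an ephrin receptor tyrosine kinase gene, was higher in LNCaP-ID1 by 6.58 in 20% O2 and 6.16 in 1% O2, and DNAJC15, which encodes a mitochondrial co-chaperone, by 6.16 and 5.10. In LNCaP-Ev in 20% O2 their log2 signals were 3.65 and 3.75, below the 5th percentile of that column (3.84), so the sizes of these differences are not exact. PAGE1, a gene of the cancer/testis antigens, was higher by 4.86 and 4.70, and the metallothionein gene MT1G, whose close relatives may share its probes, by 4.02 and 4.18. The collagen gene COL12A1 had log2 differences of -4.22 and -4.70, the chemokine receptor gene ACKR3 -4.10 and -3.84, and the polo-like kinase gene PLK2 -3.83 and -3.17. Nuclear genes of the respiratory chain and ATP synthase were higher in 33 of 41 cases in 20% O2 (median 0.26, above all 10000 random lists) and 32 of 41 in 1% O2 (median 0.13, percentile 96.8). The bacterial spike-in controls bioB, bioC and bioD were also brighter in LNCaP-ID1 in 20% O2, by 0.31, which is more than this list median. Type I interferon-response genes were higher in 19 of 23 cases in 20% O2, with a median of 0.33 above all random lists, and BST2, which encodes an interferon-induced membrane protein, was higher by 3.84. Genes induced by androgen in LNCaP cells went both ways, with 5 of 31 higher and 5 lower by more than 1 in 20% O2. Among these, the kallikrein gene KLK3 was higher by 1.44 in 20% O2 and 2.20 in 1% O2, and the protease gene TMPRSS2 had differences of -1.73 and -1.70. Of 41 markers of liver, glial and mesenchymal-type lines, 1 was higher by more than 1 in LNCaP-ID1 in 20% O2, the albumin gene ALB (2.76). Each plasmid was represented by 1 line. The interferon median was 0.16 with a pseudocount at the 40th percentile of the linear values and 0.52 with the stricter filter, and 10 of its 23 genes passed the filter used here.

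**Figure D3:**
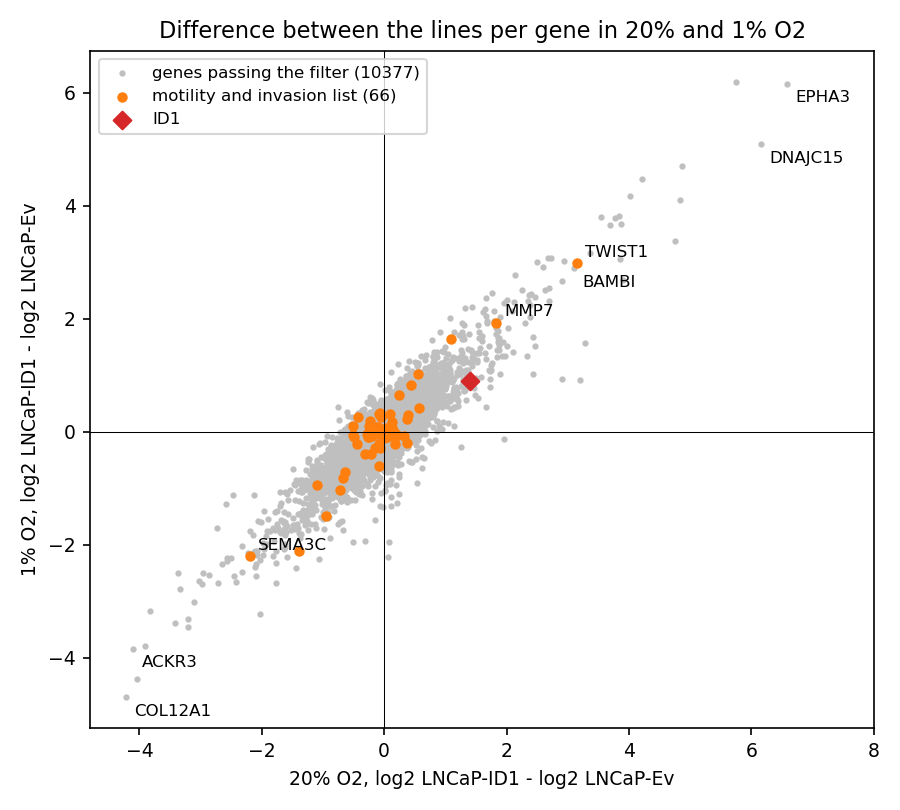
Log2 difference between LNCaP-ID1 and LNCaP-Ev in 20% O2 (x axis) and in 1% O2 (y axis), 1 point per gene, with ID1 as a red diamond and 66 motility and invasion genes in orange. EPHA3 lies at 6.58 and 6.16 and COL12A1 at -4.22 and -4.70.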

GO-term analysis showed that the increase was enriched at pathways for cell mobility and invasion (Figure 6A), in agreement with previous finding that ID1 promotes tumor cell migration and Matrigel invasion (Lyden et al., 1999). 

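Migration, adhesion and invasion genes, listed before the data were examined, went both ways between LNCaP-ID1 and LNCaP-Ev cells. Of 66 measured genes, 3 were higher and 3 were lower by more than 1 log2 unit in LNCaP-ID1 in 20% O2, and 4 were higher and 4 lower in 1% O2. The mesenchymal transcription factor gene TWIST1, which did not pass the filter on dim probe sets, was higher by 3.15 in 20% O2 and 2.98 in 1% O2. Its log2 signals in LNCaP-Ev, 4.09 and 3.91, were near the 5th percentile of those columns, so these sizes are not exact. MMP7, which encodes the matrix metalloproteinase matrilysin, was higher by 1.82 and 1.93. The semaphorin gene SEMA3C had a log2 difference of -2.20 in both conditions. The median of the list was -0.085 in 20% O2 (percentile 8.00 of 10000 random lists) and -0.021 in 1% O2 (percentile 52.8). Of the 66 genes, 25 passed the filter. Of these, 2 (8%) were higher and 3 (12%) lower by more than 1 in 20% O2, and 3 (12%) higher and 2 (8%) lower in 1% O2. Of all 10377 genes passing the filter, 2.06% were higher and 2.27% lower in 20% O2, and 2.13% and 2.51% in 1% O2. The shares of the list were larger in both directions, but rest on few genes. The GO-term analysis of Fig. 6A was not repeated here.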

For the first time, importantly, we found that gene encoding for glutamine pathway enzyme GLS2 was significantly increased in ID1-overexpressing cells in normoxia and hypoxia (Figure 6B). In response to HIF inhibitor-digoxin, GLS2 was increased in ID1-dependent manner (Figure 6C). Functionally, we found that GLS2 played a role in mediating the ID1-dependent resistance to HIF1 inhibition. Cells that were resistant to digoxin were highly sensitive to siRNA targeting ID1 and GLS2 (Figure 6D). The adaptive response was associated with a switch in energy metabolism. In response to hypoxia, parental cells increased cytosolic glycolysis leading to lactate [the Warburg effect (Dang, 2007)] (Figure 6E). However, cells with stable HIF1α-KD did not have such response (# in Figure 6E). Instead, they exhibited an increase in glutamine metabolism (^∗^ in Figure 6E), which was sensitive to ID1 or GLS2 siRNA, but not affected by GLS1 siRNA (Figure 6F). To further understand the functional significance, we treated the parental and P10-resistant cells with inhibitors targeting glycolysis and glutamine pathways. We found that the parental tumor cells were more sensitive to glycolysis inhibitors in hypoxia (Figure 6G). As it developed adaptive resistance to HIF1α-KD, the sensitivity to glycolysis inhibitors diminished, while it became dependent to glutamine pathway and thus sensitive to glutamine pathway inhibitors (Figure 6G). Further, the switch of sensitivity to glutamine pathway inhibitors were negated by ID1-shRNA (Figure 6H), confirming the ID1-dependency.

**FIGURE 6:**
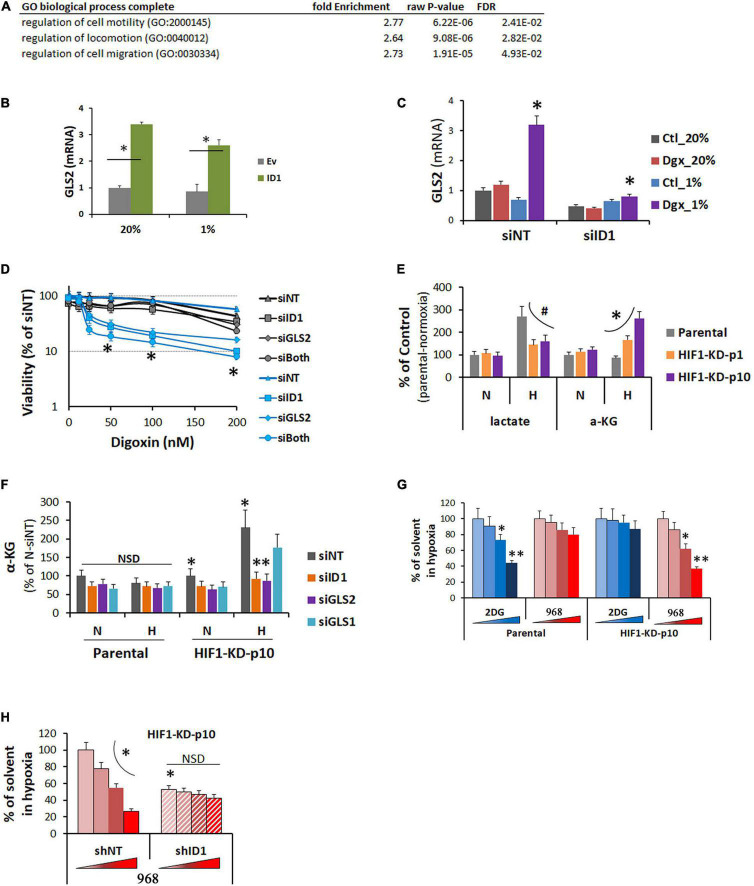
**(A)** GO pathway analysis of genes upregulated in LNCaP-ID1 vs. LNCaP-Ev cells. **(B)** LNCaP-ID1/Ev cells were cultured in 20% or 1% O_2_, and GLS2 mRNA were determined by cDNA microarray. ^∗^*P* < 0.05, *t*-test, mean and stdv, *n* = 3. **(C)** Hep3B parental cells were transfected with siRNA (siID1/siNT), and treated by digoxin in 20% or 1% O2 overnight. GLS2 were determined by qRT-PCR. ^∗^*P* < 0.05, *t*-test, mean and stdv, *n* = 3. **(D)** Hep3B-HIF1-KD-p10 cells were transfected with siRNA (siNT, siID1, siGLS2, or siID1++siGLS2), and treated by increasing concentrations of digoxin in 20% or 1% O2 for 72 h. Cell viability were determined by XTT. ^∗^*P* < 0.05, ANOVA, mean and stdv, *n* = 3. **(E)** Hep3B-parental, -HIF1α-KD-P1, or -HIF1α-KD-P10 cells were cultured in 20% or 1% O_2_ for 24 h. Levels of lactate and a-ketoglutarate (aKG) were determined by colorimetric assays from BioVision. #, ^∗^*P* < 0.05, ANOVA, mean and stdv, *n* = 3. **(F)** Hep3B-parental/HIF1α-KD-P10 cells were transfected with siRNA (siNT, siID1, siGLS1, or siGLS2), and cultured in 20% or 1% O2 overnight. Then, αKG was determined by colorimetric assays from BioVision. ^∗^, ^∗∗^*P* < 0.05, *t*-test, mean and stdv, *n* = 3. **(G)** Hep3B-parental/HIF1α-KD-P10 cells were treated with increasing doses of glycolysis inhibitor 2DG or GLS2 inhibitor 968 (Sigma) in 1% O_2_. Cell viability was determined by XTT. ^∗^, ^∗∗^*P* < 0.05, *t*-test, mean and stdv, *n* = 3. **(H)** HIF1α-KD-p10 cells were transfected with shNT or shID1, and treated by GLS2 inhibitor 968 in 1% O_2_ as in **(G)**. Cell viability was determined by XTT, ^∗^*P* < 0.05, *t*-test, mean and stdv, *n* = 3.

## Discussion

Hypoxia is a common feature in solid tumors (Bhandari et al., 2019). The oncogenic role of ID1 in hypoxia is less characterized. By studying the interaction between ID1 and HIF1α, we here present a molecular model in which ID1 and HIF1α may drive tumorigenesis in non-hypoxic and hypoxic conditions, respectively. Cancer cells may use this interaction to become more adaptable to the pathologically variable oxygen conditions, thereby gaining survival and growth advantages. In terms of metabolisms, the ID1/HIF1-interaction explains why tumor cells use different energy substrates in non-hypoxic and hypoxic conditions. In non-hypoxic conditions, ID1 supports tumor cells by upregulating GLS2 and glutamine metabolism. In hypoxia, ID1 protein degradation is accelerated, while HIF1α is activated to support tumors by glycolytic genes and glucose metabolism. In terms of cell cycle regulation, ID1 is a well-established driver for cell cycle progression and proliferation in non-hypoxic condition (Sikder et al., 2003). In hypoxia, however, tumor cell may slow down the cell cycle to become more adaptable to the reduced oxygen. Therefore, HIF1α accelerates the protein degradation of ID1 *via* APC/CDH1, which is known to coordinate cell cycle progression by protein degradations (Sudo et al., 2001).

Due to the universal occurrence of hypoxia and the intratumor heterogeneity (Movsas et al., 1999; Bristow et al., 2014; Lalonde et al., 2014; Patel et al., 2014), the ID1/HIF1α-interaction may present challenge to HIF-targeted therapies. This may in part explain why HIF-targeted inhibitors have not shown sufficient efficacy in blocking hypoxic tumors. Based on our data, we expect that ID1 is increased in response to HIF-targeted inhibitions, and in turn plays a compensatory role supporting the survival, proliferation, and invasion of tumor cells in hypoxia. Therefore, silencing ID1 may restore or increase tumor sensitivity to HIF1α inhibition. It also provides a molecular basis for ID1 to be used as a biomarker to predict resistance or efficacy of HIF-inhibitors. In xenograft samples (Figure 3), we detected an increase of ID1 protein level by immunohistochemistry. However, we were unable to clearly define hypoxic regions of the tumor, due to the genetic or chemical inhibition of HIF1α, which we normally use to define hypoxia. Thus, the potential use of ID1 as a marker to predict HIF inhibitor efficacy requires the development of reliable markers of tumor hypoxia, other than HIF1α.

Tumor growth is driven by multiple oncogenic pathways (Hinohara and Polyak, 2019). Our study underscores the importance of understanding the interaction among them. The interaction between ID1/HIF1α revealed by us suggests a new level of complexity. Clinical tumors are heterogenic in oxygenation. However, most of the genomic analysis of clinical tumors does not differentiate cells based on oxygen. Signals from hypoxic cells can be diluted or masked by non-hypoxic cells. Therefore, the clinical validation of our model requires new approaches focusing on the hypoxic vs. non-hypoxic subsets, e.g., *via* single-cell analysis. We also speculate that the level of ID1 will be inversely associated with HIF1α in clinical tumor samples. Many types of tumors acquire HIF1α in normoxia by oncogenic mutations, thus the negative regulation of ID1 by HIF1α can occur in normoxia if HIF1α is available.

### Experimental Methods and Procedures

#### Cell Culture Conditions

Prostate (PC3, LNCaP), liver (Hep3B) and brain (U251) cancer cell lines were purchased from ATCC and cultured in RPMI or DMEM media with 10% FBS and 1% penicillin streptomycin. The hypoxia or 1% oxygen condition was created in the cell culture incubator by replacing oxygen with liquid nitrogen. Sodium Bicarbonate (30 mM) was used to neutralize the hypoxia-induced lactate acid for experiments without involving metabolic measurement.

#### cDNA Microarray

Gene expression profiles by Affimetrix cDNA microarray were determined at OHSU Gene Profiling Shared Resources as described before (Geng et al., 2018). Each condition had a biological triplicate (*n* = 3). False discovery (FDR) adjusted *t*-test was used to determine the differential expression of individual genes. The level of significance (differentially expressed) was set at Δlog2 expression > 1 or < −1 with the FDR-adjust *P*-value (*q*) < 0.05. The cDNA microarray data was also analyzed by Gene Set Enrichment Analysis (GSEA), and the enrichment of cancer hallmark pathways was determined with FDR-q.

#### Gene Knockdown

As previously described (Geng et al., 2010, 2018; Suwaki et al., 2011), pooled siRNA or lentiviral-based shRNA were purchased from Sigma, and carried out to silence genes, e.g., HIF1α, HIF2α, ID1, GLS1, and GLS2. Efficacies of siRNA and shRNA were all determined by western blots.

#### PCR, Western Blotting, ChIP-PCR

Quantitative PCR, ChIP-PCR and western blotting were done as previously described (Geng et al., 2018). All RT-PCR primers were purchased from Real Time Primers LLC, and have been verified for human RT-PCR. The antibodies for western blots were purchased from Abcam, BioCheck, R&D Systems, and Santa Cruz Biotechnology. The ChIP value was adjusted to the IgG as negative control.

#### Viability/Proliferation/Metabolic Analysis

Cell viability and proliferation were determined by colony formation assay, XTT, and/or trypan blue exclusion. Cellular lactate and a-ketoglutarate levels were determined by colorimetric kits from BioVision. All these experiments were done as previously described (Geng et al., 2010, 2011, 2018; Liu et al., 2013, 2015).

#### Xenograft Experiments

Subcutaneous implants of PC3, Hep3B, U251, and LNCaP cells, including HIF1, ID1 shRNA or overexpressing subclones, were generated in male nude mice as previously described (Geng et al., 2018). The tumor volume was determined by digital caliper measurement, and expressed as % of growth relative to the start of treatment. All animal experiments are in compliance with protocols approved by OHSU and Johns Hopkins IACUC.

#### Hypoxia Inducible Factor-Activity Reporter Assays

As previously described (Zhang et al., 2008), plasmids encoding the firefly luciferase reporter gene under the control of hypoxia response elements or the constitutive renilla luciferase gene (gifts from Dr. Gregg Semenza at the Johns Hopkins University) were co-transfected into the cells, and dual luciferase reporter gene assays were performed with the kit from Promega.

#### Statistical Analysis

All experimental data were expressed as mean and standard deviation (SD) unless indicated otherwise. Statistical comparisons between two sample sets were performed with student *t*-test or paired *t*-test, comparisons among more than two samples were performed with repeated measures ANOVA, using MedCalc software. *P* < 0.05 was considered as significant, and *P* ≥ 0.05 was considered as not significant different (NSD).

## Data Availability Statement

The cDNA microarray data is deposited at Gene Expression Omnibus, GSE185563.

## Ethics Statement

The animal study was reviewed and approved by the Oregon Health & Science University and the Johns Hopkins University, Institutional Animal Care and Use Committee.

## Author Contributions

DQ and SK designed the study. DQ, SK, and HG analyzed the data and wrote the manuscript. TB, SK, and H-KK provided research tools and methods. HG, CH, JP, CX, QL, SW, and SK performed the experiments. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

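RNA from LNCaP-Ev and LNCaP-ID1 cells kept in 20% or 1% O2 for 24 h was measured on Affymetrix arrays. The table used here has 4 columns, 1 for each condition, matched to the conditions by the names in the sample labels. The authors deposited these values on a log2 scale, and the submitters' processing notes name MAS5, with the version not given in the sources used here. MAS5 summarises the probes of a probe set on each array separately, and it is not stated how the values reached a log2 scale or were scaled between arrays. The paper gives 3 biological replicates per condition and the labels list 1 sample for each, so no spread between replicates could be estimated and no test, p-value or standard error was computed.

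The standard deviation of the log2 values was 2.50, 2.49, 2.52 and 2.50 on the columns for LNCaP-Ev in 20% O2, LNCaP-Ev in 1% O2, LNCaP-ID1 in 20% O2 and LNCaP-ID1 in 1% O2. The difference between the 3' and 5' control probe sets, a sign of RNA quality, lay between 0.20 and 0.38 log2 units for ACTB and between -0.11 and -0.023 for GAPDH. The ACTB value of 0.20 was on the column of LNCaP-Ev in 20% O2, against 0.32 to 0.38 on the others. For GAPDH that column had -0.11, and LNCaP-ID1 in 1% O2 had -0.10. The bacterial spike-in controls bioB, bioC and bioD were brighter by 0.31 to 0.35 on the other 3 columns than on that of LNCaP-Ev in 20% O2. Their own difference between the hypoxia responses was therefore -0.35, larger in size than the list medians of this difference, while its median over the 10377 genes was -0.016. Between the lines in 20% O2 these controls differed by 0.31, more than the list medians for glycolysis (0.21) and the respiratory chain (0.26). The median over the 10377 genes in that comparison was 0.025. The cre spike-in controls varied less. In the column order given above they read 14.62, 14.64, 14.69 and 14.66 (cre-3) and 14.47, 14.52, 14.58 and 14.54 (cre-5).

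Probe sets were named through the platform annotation. Of 49395 probe sets, 45284 had 1 gene symbol, 1333 had several and 2778 had none in the table used here. Through their gene identifiers, 45214 of the 45284 matched a gene of the RefSeq annotation of GRCh38.p14, which was used for names only, and 70 kept the symbol of the annotation. Control probe sets were left out. The brightest probe set stood for a gene, giving 18244 genes, and the filter on dim probe sets was the 50th percentile of all probe-set means. Genes of closely related families, such as histones and metallothioneins, may share probes and are uncertain.

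The comparisons were 1% against 20% O2 in each line and LNCaP-ID1 against LNCaP-Ev in each condition, with the difference between the hypoxia responses computed as LNCaP-ID1 minus LNCaP-Ev. Genes were counted past a log2 difference of 1. Of the paper's criteria, the FDR-adjusted test was not used here, because it needs replicates.

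Before the data were examined, 22 gene lists were fixed: HIF1 targets and hypoxia genes, glycolysis, carbohydrate derivatives, glutamine metabolism, motility and invasion, androgen response, cell cycle, cyclin-dependent kinase inhibitors, BMP and ID targets, cholesterol and lipid synthesis, the unfolded protein response, immediate early genes, oxidative phosphorylation, p53 targets, epithelial genes, neuroendocrine genes, interferon response, markers of liver cells, glial cells, mesenchymal-type lines and leukocytes, and housekeeping genes. For each list the median log2 difference was set among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins with seed 1. The percentile describes these arrays only.

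The genes named in the text were chosen by a rule fixed at the same time. It takes the genes the paper names for these cells, the genes of Fig. 5D read by eye, the 10 largest differences in each direction of each comparison whose other probe sets change the same way, the 10 largest attenuations, and up to 4 members of a list with the largest differences. Genes named outside the rule are marked as chosen after their values were seen. A planned level of 1 gene is not reported here.

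The alternatives fixed at the same time were centring on the median, quantile normalization, a pseudocount at the 20th or 40th percentile of the linear values, no filter, a filter at the 75th percentile, the mean of a gene's probe sets, leaving out probe sets ending in _x_at or _s_at, and size thresholds of 1.5-fold and of a log2 difference of 1.5. GO-term analysis and GSEA were not repeated.

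The counting step was tested on simulated data for 10377 genes, of which 200 were changed. All 4 simulated columns were made from each gene's mean signal over the 4 columns, with a noise SD of 0.15 per array. At a log2 rise of 1.5, 100% of the equal risers and 92% of the attenuated genes were counted, at a rise of 2, 100% and 96%, and at a rise of 0.75, 5% and 98%; the attenuated genes rose by this amount in LNCaP-ID1 and by 1.5 more in LNCaP-Ev. No equal riser was counted as attenuated. Of 100 random lists of 44 genes with no shift, 5 fell below the 5th percentile and 3 above the 95th. The simulated noise was independent and of equal size for all genes. These runs therefore check the steps only, and do not show how lists of genes that change together behave. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.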

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

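The tests in this part were chosen after the results were seen, except that the HIF target list and its random lists were planned. The first pattern is the weaker hypoxia induction in LNCaP-ID1. The smaller SD of the LNCaP-ID1 columns was 100% of the larger SD of the LNCaP-Ev columns. Compressed signal on the LNCaP-ID1 arrays is thereby argued against only if the columns were not scaled to a common spread, which is not stated. Selection of genes by their own LNCaP-Ev value is argued against by the HIF target list fixed in advance. Its median difference was reached by 0 of 10000 random lists. The bioB, bioC and bioD spike-in controls give an offset of the LNCaP-Ev column in 20% O2 as -0.35 in the difference between the responses. The cre controls varied less between the columns. An offset shared by genes of like expression is argued against by the HIF target median of -0.24. That median lay below the central 95% of random lists matched on expression (-0.084 to 0.054). The same holds for other lists, so the test does not set HIF targets apart. Among them were the unfolded protein and integrated stress response genes, with a median difference of -0.16, below all random lists. Those genes were not higher as a list in LNCaP-Ev hypoxia (median -0.022). An offset particular to some genes was not tested. A weaker hypoxia response of the whole LNCaP-ID1 culture cannot be told apart from an effect on induced genes. Among genes with a mean response below -0.75, the response in LNCaP-ID1 was a median 93.7% of that in LNCaP-Ev, against 80.7% for genes with a mean response above 1, and this lies between what either explanation would give. Of the genes lower by more than 1 in LNCaP-Ev, 88.4% were lower by less in LNCaP-ID1, close to the 89.1% of higher genes with a smaller response, but genes picked in LNCaP-ID1 differed, with 74.5% and 30.0%. An effect of ID1 on HIF1 activity, which the paper proposes, may contribute, and 1 column of values per condition leaves it open.

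The second pattern is the size of the differences between the lines. EPHA3 was higher in LNCaP-ID1 in 20% O2 by 6.58, DNAJC15 by 6.16 and RND3 by 5.75, while COL12A1 differed by -4.22, ACKR3 by -4.10 and HGD, an enzyme of tyrosine breakdown, by -3.91, and the paper reports on none of them. In LNCaP-Ev the log2 signals of the first 3 were 3.65, 3.75 and 4.34, below or near the 5th percentile of that column (3.84), so the sizes and order of their differences are not exact. Of the genes past 1 in 20% O2, 70.0% were past it in the same direction in 1% O2, in other columns. This argues against chance differences between single columns. A culture made up mostly of Hep3B, U251 or PC3 cells is argued against, since 2.44% of their 41 markers were higher by more than 1. Only 3 of the 41 passed the filter on dim probe sets. The higher marker was the liver gene ALB, by 2.76 in 20% O2 and 2.57 in 1% O2, and it did not pass. The check asked whether most markers were higher, so it cannot exclude a small share of such cells. Drift or selection of the transfected sublines, apart from ID1, cannot be told apart from an effect of ID1, since there was 1 line per plasmid. Either may have set these levels.

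The third pattern is that 10 of the 27 attenuated genes were higher by more than 1 in LNCaP-ID1 already in 20% O2, SLC7A5, an amino acid transporter gene, by 3.28. The other SLC7A5 probe set, which also passes the filter, differed by -0.0029. The share was 37.0%, against 11.8% of all genes higher by more than 1 in LNCaP-Ev hypoxia, and the rule for attenuation favours such genes by its construction. A low reading in LNCaP-Ev in 20% O2, where the 10 lay between 5.38 and 6.54, enters both the rule and this count and was not tested. A ceiling of the array signal is argued against by the highest level of these genes in LNCaP-ID1, 11.93 on the log2 scale, where each array reaches above 15. Of the 10, 6 were also higher by more than 0.5 in 1% O2. For these 6, a stray high reading on the LNCaP-ID1 array of 20% O2 is argued against as the whole of the difference. By the rule, however, more than 1 of each difference in 20% O2 was absent in 1% O2, as for VEGFB (3.20 and 0.91). Whether that part is a stray reading cannot be told, since each condition has 1 column. SLC7A5 is among the 6, though its other probe set differed by 0.13 in 1% O2. For the other 4, a stray reading cannot be told apart from a raised level. For all 10 genes the smaller response may reflect a raised level without hypoxia, which was not tested apart from an effect on induction.

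MYOD1, a muscle transcription factor gene, and TMEM45A, which the paper does not discuss, were higher in hypoxia by 4.41 and 3.69 in LNCaP-Ev and by 4.56 and 2.71 in LNCaP-ID1. Some genes changed by more than 0.5 in opposite directions in the lines, a difference that was not tested. The difference between the responses was 1.19 for EEIG2, -1.45 for the histone gene H3C4, -1.25 for the Notch target HES1, -1.07 for ID3 and -1.70 for SLC7A5, whose other probe set that passes the filter had 0.13 and responses of -0.014 in LNCaP-Ev and 0.12 in LNCaP-ID1. For HES1, 2 of its 3 other probe sets that pass the filter had a difference of the same sign. EEIG2 and H3C4 were named after their values were seen.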

How the results depend on the processing

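The values used here form 1 column per condition, and no paired analysis was run. Centring on the median and quantile normalization left all counts within 1.5 times and all list medians near their values, with ID1 higher in LNCaP-ID1 by 1.00 to 1.54 in 20% O2 over the alternatives run. With no replicates, differences of genes below a mean log2 signal of 6.97 are the least certain, since background makes up more of their signal.

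Counts follow the threshold and the number of genes by construction. At a threshold of 1.5-fold, the genes higher and lower in hypoxia were 681 and 674 in LNCaP-Ev and 470 and 557 in LNCaP-ID1, those higher and lower in LNCaP-ID1 were 764 and 765 in 20% O2 and 738 and 801 in 1% O2, and 108 genes were attenuated against 17 in the mirror. At a log2 threshold of 1.5 the same counts were 99 and 5, 53 and 0, 99 and 90, and 85 and 112, with 7 attenuated. With the filter at the 75th percentile they were 118 and 40, 70 and 27, 74 and 93, and 79 and 107, with 9 attenuated. Without a filter, 336 genes were higher in LNCaP-ID1 in 1% O2, 42 were attenuated and 2 met the mirror rule.

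With the mean of a gene's probe sets, the genes lower in hypoxia were 47 in LNCaP-Ev and 32 in LNCaP-ID1, those lower in LNCaP-ID1 in 20% O2 were 137, those higher and lower in 1% O2 were 139 and 153, and 17 were attenuated; the difference between the responses of AKAP12 turned to 0.066. A pseudocount at the 20th percentile gave 62 genes lower in hypoxia in LNCaP-Ev, and one at the 40th gave 38 there and 27 in LNCaP-ID1. For these settings the cause was not tested.

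Of 1360 values of single named genes, 280 moved by more than 1.5 times, or by more than 0.25 where below 0.25, with the mean of a gene's probe sets, 246 with the pseudocount at the 40th percentile, 99 with that at the 20th and 4 with quantile normalization, and 0 did with centring. Without probe sets ending in _x_at or _s_at, which leaves fewer of these values, 97 moved and 1095 did not. List medians that moved did so as follows, and the cause was not tested. The interferon median in 20% O2 was 0.22 and 0.16 with the pseudocounts and 0.52 with the filter at the 75th percentile. The immediate early median was -0.22 between the lines in 1% O2 with the pseudocount at the 40th percentile, 1.06 in LNCaP-Ev hypoxia and -0.72 between the lines in 1% O2 with the filter at the 75th percentile, and 0.31 in LNCaP-Ev hypoxia without probe sets ending in _x_at or _s_at. With the filter at the 75th percentile, which leaves few members, the cyclin-dependent kinase inhibitors had -0.80 between the lines in 1% O2. The BMP and ID targets had 0.55 and -0.52 in hypoxia in LNCaP-Ev and LNCaP-ID1, which are the values of ID3 alone. They had 1.403 and 0.90 between the lines in 20% and 1% O2, and -0.50 for the difference between the responses. These last 3 are the values of ID1 itself, the gene on the plasmid, and do not describe its targets. Without probe sets ending in _x_at or _s_at, the glycolysis median in LNCaP-ID1 hypoxia was 0.86, the cholesterol and lipid median between the lines in 1% O2 was -0.051, and the sign turned for DTNA in LNCaP-ID1 hypoxia (-0.37), MFAP3L in LNCaP-Ev hypoxia (0.047) and H2BC11 between the lines in 20% O2 (-0.087).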

Differences from the paper's values

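The log2 axis of the volcano plot runs from about -3.0 to about 1.7 in Fig. 5C, read by eye, these being the paper's values. Taken as LNCaP-ID1 minus LNCaP-Ev in 1% O2, the comparison fixed before the data were examined, the values over all probe sets ran from -5.71 to 7.10. The legend speaks of hypoxia-response genes, so the figure may show only a part of these probe sets. For the lowest value, a pseudocount at the 20th percentile (-4.22) or the 40th (-3.34) and the filter at the 75th percentile (-2.84) came within 1.5 times of the paper's, and centring (-5.73) and quantile normalization (-5.72) did not. For the highest value, none of these did, with 6.21, 5.42, 4.58, 7.08 and 7.12 in the same order. The difference between the hypoxia responses, which ran from -3.20 to 1.78 over all probe sets, comes close to both ends of the axis; it was set beside the figure only after the values were seen.

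The heatmap of Fig. 5D has about 50 rows of attenuated probe sets, read by eye, the paper's value, and 94 probe sets met the size rule here, which lacks the paper's q-value. A pseudocount at the 20th percentile (55) or the 40th (39) came within 1.5 times of the paper's count. Centring (108), quantile normalization (101), the filter at the 75th percentile (14), a threshold of 1.5-fold (440) and one of 1.5 log2 units (19) did not. The filter at the 50th percentile, which was used for the counts of genes, gave 48; it was applied to this count only after the count of 94 and the paper's rows had been seen, and the paper states no filter on brightness. Under that filter the lowest and highest differences between the lines in 1% O2 were -4.70 and 7.10, which still differ from Fig. 5C.

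Fig. 5D shows its genes as attenuated, and 31 of the 35 with a named probe set had an attenuated probe set here, whereas PLOD2, FBXO16, RHCE and SLC2A14 had 0. Their most negative differences between the responses were -0.39, -0.75 and -0.25, and 0.16 for SLC2A14. The paper reports lower HK2 expression with ID1 in hypoxia by qRT-PCR (Fig. 5H); on the arrays HK2 in 1% O2 differed between the lines by -0.18 on its brightest probe set and by 0.036 on the other one, which also passes the filter. The HK2 level relative to LNCaP-Ev in 20% O2 was about 2.8 for LNCaP-Ev and about 1.4 for LNCaP-ID1 in 1% O2 in Fig. 5H, read by eye, the paper's values, and 1.95 and 1.72 on the brightest probe set.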

Other observations

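S phase and mitosis genes were lower in hypoxia in both lines, 29 of 36 in LNCaP-Ev (median -0.33) and 30 of 36 in LNCaP-ID1 (median -0.35), both medians below those of all 10000 random lists, and the licensing factor gene CDT1 had log2 differences of -0.91 and -1.06. Immediate early genes had median hypoxia responses of 0.48 in LNCaP-Ev and 0.12 in LNCaP-ID1, and in 1% O2 24 of 28 were lower in LNCaP-ID1 (median -0.35, below all random lists). Cholesterol and fatty acid synthesis genes had medians of 0.42 and 0.16 in hypoxia, with a smaller response in LNCaP-ID1 for 24 of 30, and the sterol sensor gene INSIG1 was higher by 1.23 and 0.75. All 6 measured cyclin-dependent kinase inhibitor genes were higher in hypoxia in LNCaP-Ev (median 0.73) and 5 of 6 in LNCaP-ID1 (median 0.44). Genes of the unfolded protein and integrated stress responses had medians of -0.022 and -0.14, with 18 and 21 of 30 lower in hypoxia. The transcription factor gene ATF3 went the other way, higher by 1.44 and 1.22. Though this list was not induced in LNCaP-Ev, the difference between the responses was negative for 23 of 30 (median -0.16, below all random lists).

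The transcription factor gene MYB was among the largest decreases in hypoxia, with log2 differences of -1.98 in LNCaP-Ev and -1.35 in LNCaP-ID1. ID1 differed by -0.10 between 1% and 20% O2 in LNCaP-Ev and by -0.61 in LNCaP-ID1 on its brightest probe set. On its other ones the values were -0.071 and -0.65, and -0.39 and -0.23. HIF1A differed between the lines by -0.34 in 20% O2 and -0.034 in 1% O2, and EPAS1, which encodes HIF2-alpha and did not pass the filter on dim probe sets, by 1.81 and 2.69 on its brightest probe set and by 0.064 and -0.021 on its other one. HK2 was higher in hypoxia by 0.96 in LNCaP-Ev and 0.89 in LNCaP-ID1 on its brightest probe set, and by 0.39 and 0.83 on its other one. The median difference between the lines in 20% O2 was 0.074 for glutamine metabolism genes, -0.063 for BMP and ID targets, -0.17 for p53 targets, -0.095 for neuroendocrine genes, -0.098 for leukocyte markers and 0.031 for housekeeping genes. It was 0.064 for liver markers, -0.18 for glial markers and -0.087 for markers of mesenchymal-type lines.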
